A study of Homo sapiens with 6 samples. Its data were reported in "MUC1-C dependence in treatment-resistant prostate cancer uncovers a target for antibody-drug conjugate therapy" (2025).

How the data were processed

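RNA-seq was performed on NCI-H660 cells, a neuroendocrine prostate cancer (NEPC) line, that carried a tetracycline-inducible short hairpin RNA (shRNA) against MUC1. Per the series record, cells were exposed to 0.1% DMSO as vehicle (DOX-negative, n = 3) or to doxycycline at 500 ng/ml (DOX-positive, n = 3), and the groups and replicate numbers were read from the sample titles. Per the labels, total RNA was extracted on columns and made into stranded mRNA libraries, although RNAs that mostly lack a poly(A) tail, such as RN7SK, held a large share of the counts, so the library type is uncertain. The authors deposited raw counts per gene symbol, whose table is named for the STAR aligner, and TPM, which are counts divided by gene length and scaled to a common total. The aligner version, the strand setting of the counting, the genome build and the annotation were not stated, so genes are given by symbol and no coordinates are printed. The deposited counts covered 28008 gene symbols and the deposited TPM values covered 25673 of them. All 6 columns of each table were matched to a sample by name, and 0 entries of the count table named no gene. TPM behaved as counts divided by a gene length and rescaled to the same total in each library, because the ratio of counts to TPM had a median coefficient of variation across libraries of 0.368% for values of at least 20 counts. The authors normalized and tested the counts with DESeq2 and ran gene set enrichment on the ranked genes.

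Total counts ranged from 47620696 to 74061121 per library, and 5444 genes had 0 counts in every library. TMM factors were between 0.967 and 1.03. The fitted common dispersion of 0.00917 corresponds to a biological coefficient of variation of 9.58%. No pair of libraries of 1 group came from the same library, since the chi-square statistic over 15299 genes was between 17.1 and 106 per degree of freedom for the 6 within-group pairs.

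Counts were tested with edgeR 4.0.16 (R 4.3.3): low-count genes were removed with filterByExpr, library sizes were scaled with TMM factors, and a quasi-likelihood model (glmQLFit with robust estimation, glmQLFTest) compared DOX-positive with DOX-negative libraries with no covariate. After the filter, 17026 genes were tested. P values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Fold changes are log2 of DOX-positive over DOX-negative, their standard errors (SE) were derived from the F statistic, and normalized CPM (counts scaled to a common library size) use the TMM factors. All fold changes, SE and adjusted p values of single genes come from this edgeR model unless another tool is named.

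A panel of 12 genes was fixed from the transcripts and proteins that the study assayed in these cells. Lists of genes were written by hand from general knowledge. The public gene sets used by the study were not available here, so overlap of these lists with them was not measured and may be large. The lists comprised glycolytic enzymes, nuclear pore genes and their union, MYC target genes, neuroendocrine genes, proliferation genes, stem cell genes, antioxidant genes, ATF4 target genes and interferon-stimulated genes. Each list was tested two-sided with camera (limma 3.58.1) on log2 CPM with a preset inter-gene correlation of 0.01, adjusted over the 11 lists that could be tested, with 2 panel genes and 1 of these lists not reported here, and its value is the median log2 fold change of its tested members. A list of 13 mitochondrially encoded genes was not used here, because 0 of its members were matched in the count table. Beyond the panel, the genes named are, among called genes with a mean of at least 50 counts and no overlap between the groups, the 5 with the largest rise and the 5 with the largest fall, and from each list up to 4 called members with the largest absolute change, without a minimum count. The groups, the edgeR and camera tests, these lists, this rule and most alternatives were fixed before the data were examined. Lists of hypoxia-induced genes, YAP/TEAD target genes and fibroblast marker genes were written after single genes had been looked at.

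Alternatives were RLE, upper-quartile and no scaling factors, looser and stricter count filters, DESeq2 1.42.0, limma-voom, limma-trend on log2 TPM with pseudocounts of 1 and 0.1 and with or without a minimum mean TPM of 1, estimation without the robust option, a replicate block, leaving out each library, and for lists fry, camera with an estimated correlation and fgsea 1.28.0. Added after the data were seen were fits on protein-coding genes only, on TPM rescaled over protein-coding genes, and with offsets that remove trends in GC content and gene length from each library. Biotypes and overlapping genes came from a RefSeq names table (assembly GRCh38.p14), which matched 27021 of the 28008 symbols (96.5%), and GC content from GENCODE transcripts was found for 95.3% of the tested genes. The code was tested on simulated counts in which 200 of the genes were changed by a log2 fold change of 1 at a dispersion of 0.01. The edgeR model tested 17010 genes there and recovered 200 of the 200, with 7 false calls among 207, while DESeq2 made 13 and limma-voom 10 false calls. Changed genes were drawn only from better-counted genes, and each gene varied independently in the simulation. These rates thus do not cover sparsely counted genes or variation shared between genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.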

Results

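To examine the transcripts that depend on MUC1-C in NEPC, H660 cells with an inducible MUC1 shRNA were profiled by RNA-seq with and without doxycycline (DOX). MUC1-C is the transmembrane subunit of the mucin encoded by MUC1, and DOX switches on the shRNA. The data comprised 3 DOX-negative and 3 DOX-positive libraries. Total counts were 63494535, 61572523 and 47620696 in DOX-negative replicates 1, 2 and 3 and 73633898, 56893368 and 74061121 in DOX-positive replicates 1, 2 and 3. Depth differed between the groups by no more than the replicates varied (exact two-sided permutation p = 0.30). With 3 libraries per group, such a permutation test cannot give a p below 0.10. Between 20253 and 20800 genes had at least 1 count in a library.

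The targeted gene was examined first. Normalized MUC1 abundance was 88.2, 90.2 and 79.6 CPM in the DOX-negative libraries and 36.7, 37.2 and 29.9 CPM in the DOX-positive libraries. The group means were 86.0 ± 5.65 and 34.6 ± 4.08 CPM (SD, n = 3), and in TPM they were 27.4 ± 5.24 and 11.2 ± 2.81. MUC1 fell by 1.32 on the log2 scale (SE 0.096) with an adjusted p of 0.00017, and all 3 DOX-positive libraries were below all 3 DOX-negative libraries (exact two-sided permutation p = 0.10). The value was between -1.37 and -1.22 under every alternative run. MUC1 was called in each of them except limma-trend on unfiltered log2(TPM + 1), where 0 genes were called (1248 at an unadjusted p under 0.05) and its adjusted p was 0.29. Over the alternatives its adjusted p ranged from 8.6e-33 to 0.29.

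Next, the panel of genes assayed by the study in H660 cells was compared between the groups. For CTNNB1, TCF7L2, SLC2A1, HK2, PKM and LDHA the study reported proteins in these cells, whereas transcripts are compared here. Counts are per gene symbol, so PKM is not split into the isoform that the study assayed and others. Of the 12 panel genes, 3 were called, and 3 were also called when adjusted over the list alone. These were MUC1, MYC and CTNNB1. MYC was higher with DOX, at 33.5 ± 4.58 CPM against 20.3 ± 2.49 CPM (SD, n = 3), a log2 fold change of 0.72 (SE 0.12, adjusted p = 0.0091). All 3 DOX-positive libraries exceeded all 3 DOX-negative libraries for MYC. On TPM rescaled over protein-coding genes, MYC kept its call (adjusted p = 0.028 by limma-trend). The MYC call was lost in 4 of the 21 alternatives, which were the 3 fits of TPM as deposited and the fit without DOX-negative replicate 3. In the last, the MYC change was 0.63 with an adjusted p of 0.080, MUC1 was the only panel gene called, and across all alternatives the adjusted p of MYC ranged from 2.0e-06 to 0.62. The CTNNB1 transcript, which encodes β-catenin, fell from 578.0 ± 24.6 to 476.5 ± 9.01 CPM (SD, n = 3), with a log2 fold change of -0.28 (SE 0.070, adjusted p = 0.044). That call was close to the threshold and was lost in 12 of the 21 alternatives, while the direction held in all 21.

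The other panel genes did not pass the threshold. Among transcription factors, POU3F2 (BRN2) changed by -0.28 (SE 0.11, adjusted p = 0.19), TCF7L2 (TCF4) by -0.085 (SE 0.089, adjusted p = 0.64) and MYCN by 0.11 (SE 0.15, adjusted p = 0.73). MYCN was sparsely counted, with a mean of 145.8 counts per library. Among metabolic genes, SLC2A1 (GLUT1) changed by -0.23 (adjusted p = 0.23) and PKM by -0.18 (adjusted p = 0.48). When 1 library was left out, SLC2A1 ranged from -0.33 to -0.12 and PKM from -0.27 to -0.021. The smallest PKM change came without DOX-positive replicate 3.

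HK2 and LDHA had large mean decreases with large spreads. HK2 was 66.1 ± 22.6 CPM without DOX and 33.1 ± 22.2 CPM with DOX (SD, n = 3), giving a log2 fold change of -0.995 with an SE of 0.62 and an adjusted p of 0.46. Its libraries overlapped, since DOX-positive replicate 1 had 57.3 CPM and DOX-negative replicate 1 had 40.9 CPM. Leaving out 1 library moved the HK2 change to between -1.66, without DOX-positive replicate 1, and -0.63, without DOX-positive replicate 3. LDHA was 516.5 ± 103.3 CPM without DOX and 300.2 ± 119.8 CPM with DOX, for a change of -0.78 (SE 0.35, adjusted p = 0.29). HK2 was called by limma-trend on log2(TPM + 1) and log2(TPM + 0.1) with a filter on low TPM, with adjusted p values of 0.024 and 0.0074 in a range of 0.0074 to 1 over the alternatives. LDHA was called without DOX-positive replicate 1, at -1.11 with an adjusted p of 0.046 in a range of 0.046 to 0.96. The strand setting of the counting and the handling of copies were not stated, and the names table lists 6 pseudogenes of LDHA, 5 of PKM and 1 of HK2, so these counts carry that uncertainty.

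**Figure D1:**
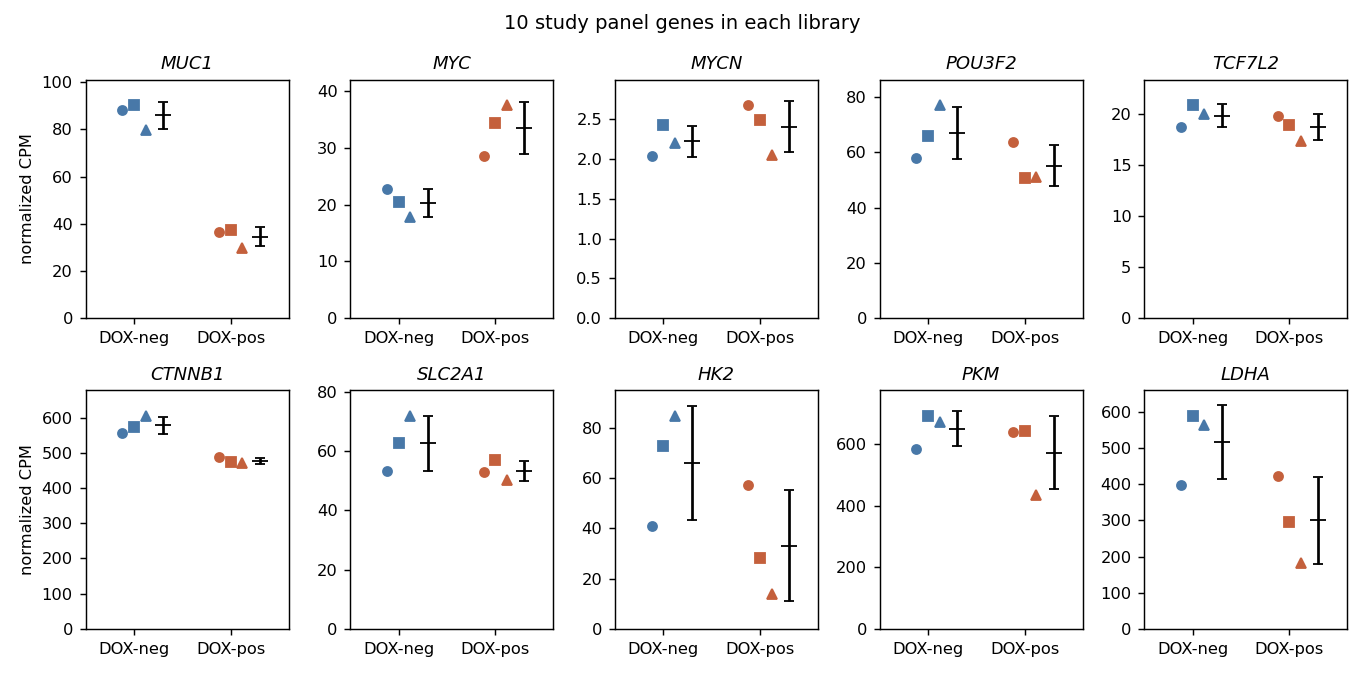
Normalized CPM (vertical axes, from 0) of 10 panel genes in each DOX-negative (blue) and DOX-positive (orange) library, with circles, squares and triangles for replicates 1, 2 and 3 and black bars for the mean ± SD (n = 3). MUC1 lies at 79.6 CPM or above without DOX and at 37.2 CPM or below with DOX, MYC is separated in the opposite direction, and the groups overlap for HK2.

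Across the transcriptome, 829 of 17026 tested genes were called, of which 496 were higher and 333 lower with DOX. At an unadjusted p under 0.05 there were 3597 genes. All 829 called genes showed no overlap between the groups, as did 28.1% of all tested genes, where chance gives 10% for 3 against 3. Most changes were small, with a median absolute log2 fold change of 0.56 among called genes, and 112 genes were called with at least a 2-fold change (79 higher and 33 lower). The count depended on the values tested. Limma-trend on unfiltered log2(TPM + 1) called 0 genes, with 1248 at an unadjusted p under 0.05, and on TPM with a mean of at least 1 and a pseudocount of 1 it called 30 genes, 13 higher and 17 lower. DESeq2 called 1355 genes. Single libraries also mattered, as 58 genes were called without DOX-negative replicate 3, 127 without DOX-negative replicate 2 and 375 without DOX-positive replicate 3. Genes with a 2-fold change then numbered 26, 48 and 40, and they numbered 195 without DOX-positive replicate 1.

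The genes with the largest rises under the naming rule were ABCG2 (log2 fold change 2.01, SE 0.29), MMP13 (1.75, SE 0.26), ATP1B2 (1.70, SE 0.22), ADAMTS1 (1.68, SE 0.20) and ANKRD1 (1.67, SE 0.28), with adjusted p values between 0.0024 and 0.0091. Those with the largest falls were GDF10 (-1.92, SE 0.18), SLC18A1 (-1.88, SE 0.35), TSHR (-1.60, SE 0.22), LRRC74B (-1.47, SE 0.31) and FJX1 (-1.42, SE 0.17), with adjusted p values between 0.00099 and 0.023. All 10 were of low abundance, and 783 genes were eligible under the rule. The highest, FJX1, had 3.55 ± 0.38 CPM without DOX and 1.33 ± 0.27 CPM with DOX (SD, n = 3), and ABCG2 rose from 0.38 ± 0.14 to 1.56 ± 0.42 CPM. TSHR overlaps the more abundant CEP128 in the names table, so its count is uncertain.

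**Figure D2:**
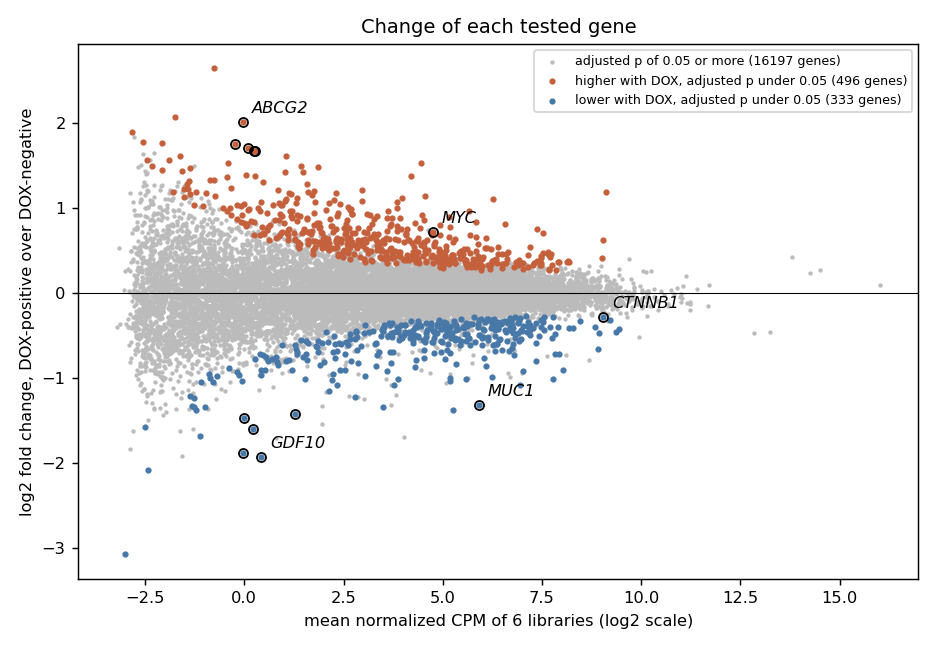
Log2 fold change of DOX-positive over DOX-negative (vertical axis) against the mean normalized CPM of the 6 libraries (horizontal axis, log2 scale) for the 17026 tested genes, with 496 called higher (orange) and 333 called lower (blue); black circles mark MUC1, MYC, CTNNB1 and the 10 genes named for the largest changes. MUC1, at -1.32, combines a large fall with high abundance, whereas the 10 genes with the largest changes lie at low abundance.

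Gene lists were then compared to ask whether the programs studied in these cells moved together. Of the 11 lists, 4 passed an adjusted p of 0.05 by camera. Glycolytic enzymes had a median log2 fold change of -0.16 over 28 tested members of 36 (6 higher, 22 lower; adjusted p = 0.00025). Of these, 2 were called, PGAM1 (-0.77, SE 0.13, adjusted p = 0.010) and ADPGK (-0.51, SE 0.079, adjusted p = 0.0070), and 4 were called when adjusted over the list alone. PGAM1 has 13 pseudogenes in the names table. The median of the glycolytic list rested on 1 library, because without DOX-positive replicate 3 the median was 0.0083 and the adjusted p was 0.28, in a range of 8.2e-08 to 0.64 over the alternatives. The mean deviation of the glycolytic enzymes from their average over the 6 libraries was -0.50 on the log2 scale in that library, against -0.033 and 0.13 in the other DOX-positive libraries. PGAM1 (-0.63) and ADPGK (-0.51) were still called without it, but each lost its call in 5 of the 21 alternatives, including the fit without DOX-negative replicate 3 (-0.72 and -0.52). Nuclear pore genes, which public glycolysis sets also contain, did not differ (median -0.0095 over 30 members, adjusted p = 0.41), and the union of both lists had a median of -0.070 over 58 members (adjusted p = 0.0058). Without DOX-positive replicate 3 the union was at -0.036 with an adjusted p of 0.19.

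ATF4 target genes were higher with DOX (median 0.15 over 30 members, 24 higher and 6 lower, adjusted p = 0.00014). Their named members were GDF15 (0.76, SE 0.10, adjusted p = 0.0031), SESN2 (0.54), TRIB3 (0.47) and VLDLR, which moved the other way (-0.49) and lost its call in 8 of the 21 alternatives. ATF3 (0.40) and SLC7A5 (0.36) were also called and are named after their values were seen. When adjusted over the list alone, 13 members were called. Interferon-stimulated genes were also higher (median 0.22 over 33 members, 24 higher and 9 lower, adjusted p = 0.00012). The 5 called members were XAF1 (1.20, SE 0.31), OAS3 (0.71, SE 0.10), OAS1 (0.60, SE 0.13), CMPK2 (0.59, SE 0.099) and RSAD2, which was named after its value was seen. The call was lost in 9 of 16 alternatives for XAF1 and in 8 of 21 for OAS1. XAF1 had a mean of only 18.5 counts, and CMPK2 and RSAD2 overlap in the names table, so their counts are uncertain. Adjusted over the list alone, 7 members were called.

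These camera calls used a preset correlation. Under fry, which allows for the correlation between genes, the interferon-stimulated genes held (adjusted p = 0.034), whereas the glycolytic enzymes (0.37), ATF4 target genes (0.11) and the union (0.35) did not. Of the 4 lists, 0 held when camera estimated the correlation of each list, with adjusted p values from 0.57 to 0.64. Under preranked enrichment with fgsea all 4 passed: glycolytic enzymes (adjusted p = 0.0025), ATF4 target genes (0.0022), interferon-stimulated genes (3.5e-05) and the union (0.0095). The outcome for these lists thus depended on the set test used.

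The other lists did not pass the threshold. MYC target genes had a median of -0.025 over 198 members (87 higher, 111 lower, adjusted p = 0.26), with MYC itself and CDK2 (0.27) called higher and AP3S1 (-0.35) and AIMP2 (-0.32) called lower. The call was lost in 12 of the 21 alternatives for CDK2, in 10 for AP3S1 and in 8 for AIMP2. AIMP2 overlaps EIF2AK1, and AP3S1 has 3 pseudogenes. Neuroendocrine genes had a median of -0.013 over 36 members, of which 18 were higher and 18 lower (adjusted p = 0.13). GRP (-0.62, SE 0.12, adjusted p = 0.019), PCSK2 (-0.53, SE 0.096, adjusted p = 0.013) and NCAM1 (-0.50, SE 0.094, adjusted p = 0.014) fell, as did INSM1, named after its value was seen, and SCG5 rose (0.71, SE 0.18, adjusted p = 0.047). The SCG5 call was close to the threshold and was lost in 12 of its 19 alternatives, while GRP, PCSK2 and NCAM1 each lost theirs in 5 of 21. Adjusted over the list alone, 9 neuroendocrine genes were called. Preranked enrichment with fgsea placed this list past the threshold (adjusted p = 0.014), as did DESeq2, the filtered and rescaled TPM fits, and the fits without DOX-negative replicate 3 (-0.031) and without DOX-positive replicate 1 (-0.036). MYC target genes also passed it without DOX-negative replicate 3 (-0.032).

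Proliferation genes had a median of -0.0031 over 73 members (adjusted p = 0.41), with 5 called higher and 0 called lower. These were CCNE1 (0.65, SE 0.10), MYBL2 (0.38), CDC25A (0.34), CDC6 (0.34) and RRM2, the last named after its value was seen. Despite this median, the set test pointed to higher values with DOX, as did the mean log2 fold change (0.026). The list passed the threshold without DOX-positive replicate 2 (0.042) and with fgsea (adjusted p = 0.035). It pointed the other way without DOX-positive replicate 1 (-0.050). Stem cell genes had a median of -0.058 over 13 members (adjusted p = 0.63), with ALDH1A1 (0.44, SE 0.11, adjusted p = 0.041) called higher, a call lost in 10 of the 21 alternatives. Antioxidant genes had a median of 0.069 over 25 members (20 higher, 5 lower, adjusted p = 0.16) and passed the threshold without DOX-positive replicate 1 (0.10).

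**Figure D3:**
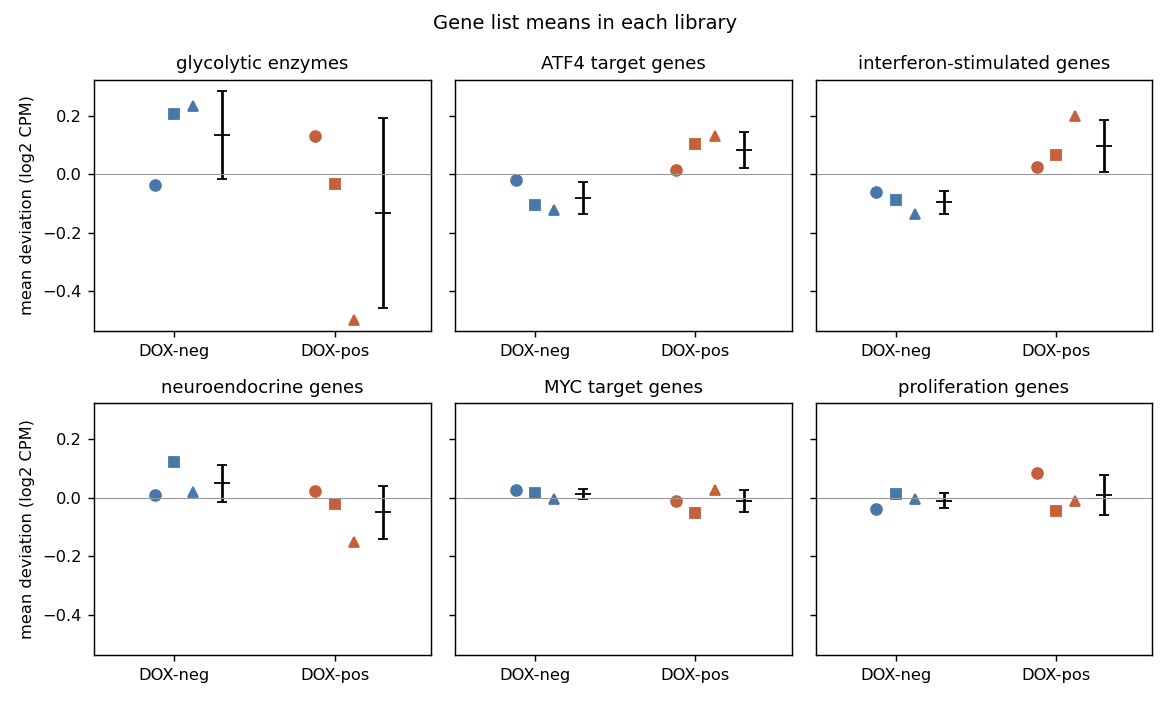
Mean deviation of log2 CPM from the average over the 6 libraries (vertical axis) for 6 gene lists in each DOX-negative (blue) and DOX-positive (orange) library, for members with a mean of at least 50 counts, with circles, squares and triangles for replicates 1, 2 and 3 and black bars for the mean ± SD (n = 3). The glycolytic enzymes lie at -0.50 in DOX-positive replicate 3 and at 0.13 in DOX-positive replicate 1, and the interferon-stimulated genes lie below 0 in all 3 DOX-negative libraries and above 0 in all 3 DOX-positive libraries.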

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

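The fits on protein-coding genes, on rescaled TPM and with GC and length trends removed were the only tests here chosen after the results were seen. The fall of MUC1 kept its direction in all 21 alternatives and its call in 20. On unfiltered log2(TPM + 1) it was -1.22 with an adjusted p of 0.29, where 0 genes were called (1248 at an unadjusted p under 0.05), 0 with a 2-fold change and 0 of the panel. That fit tested 21241 genes, and the cause was not tested on unfiltered TPM. With a mean TPM of at least 1, rescaling over protein-coding genes raised the calls from 30 to 387.

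The number of called genes, 829, stayed within 1.5 times under all 3 other scalings, both other count filters, limma-voom, the fit without robust estimation and protein-coding genes only. It rose to 1355 with DESeq2, which tested 22564 genes, and to 2157 with GC and length trends removed. It fell to 30 on log2(TPM + 1) and 35 on log2(TPM + 0.1), both with a mean TPM of at least 1, and to 387 with TPM rescaled over protein-coding genes. Genes with a 2-fold change, 112 with counts, numbered 6, 24 and 21 in those 3 TPM fits. Called genes were 59.8% higher with counts but 43.3% and 45.7% higher in the first 2 TPM fits. In the fit of rescaled TPM they were 62.5% higher. A choice of scaling moved the median of all genes by less than 0.1.

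Leaving out 1 library gave from 58 to 1035 called genes, from 26 to 195 with a 2-fold change and from 1 to 3 panel genes. The lowest came without DOX-negative replicate 3, and the highest without DOX-positive replicate 1. Removing a library of 6 also leaves fewer samples.

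The direction of a list is that of its set test, and its value is a median, which near 0 can have the other sign. Across the 6 fits that each left out 1 library, the glycolytic enzymes ranged from -0.31 to 0.0083 and their union with nuclear pore genes from -0.12 to -0.036, both losing the threshold without DOX-positive replicate 3. Nuclear pore genes ranged from -0.046 to 0.021 and proliferation genes from -0.050 to 0.042, each reversing once, without DOX-positive replicate 2 and without DOX-positive replicate 1 respectively. MYC target genes ranged from -0.032 to -0.0014, neuroendocrine genes from -0.038 to -0.0056 and antioxidant genes from 0.040 to 0.10, each passing the threshold in at least 1 of these fits, as did proliferation genes without DOX-positive replicate 2. Stem cell genes ranged from -0.10 to 0.028, with the positive median without DOX-positive replicate 2, and did not pass the threshold. The cause of these changes was not tested.

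With fry, 3 lists lost the threshold at unchanged medians: glycolytic enzymes (-0.16), ATF4 target genes (0.15) and the union (-0.070). With the correlation estimated, these and the interferon-stimulated genes (0.22) all lost it. The cause of these losses was not tested. Neuroendocrine genes passed the threshold with DESeq2 (-0.034), log2(TPM + 1) (-0.059), log2(TPM + 0.1) (-0.065), rescaled TPM (-0.027) and fgsea (-0.013). Proliferation genes passed it with fgsea in the direction of higher with DOX, although their median was -0.0031. Stem cell genes reversed to 0.018 on log2(TPM + 1) and 0.018 on log2(TPM + 0.1) with filtered TPM. The cause was not tested.

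With the replicate block, 998 genes were called, 750 of them among the 829. The replicate numbers did not pair the samples, since the deviations of same-numbered libraries from their group means had correlations of -0.54, 0.019 and -0.10 across 14587 genes.

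Among the 41 named genes other than MUC1, 476 values from fits with all 6 libraries kept their direction and side of the threshold, 101 were weaker and 2 stronger. In fits without 1 library 165 kept both, 80 were weaker and 1 stronger. Genes under the TPM minimum, or outside a filter, gave no value in that fit, and the fit without robust estimation gave no list values. The genes with the largest rises and falls had 55.7 to 147 counts on average, which limits their precision.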

Other observations

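The tests on hypoxia-induced genes, YAP/TEAD target genes, fibroblast markers and collagens, the hairpin, TPM and MYC with trends removed, the splits for single lists and the reordered mitochondrial rRNA were chosen only after the results were seen. The collagen sum was added after the fibroblast list median had left its question open, and a test of genes overlapping MYC was dropped because the names table holds none.

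The 6 samples can be split into 2 groups of 3 in 10 ways, so no share of splits can fall under 0.1. The real split gave 829 called genes, and 1 of the 10 splits, the real one, gave as many, while each of the other 9 gave 0. Likewise 1 of the 10 splits gave as many genes with a 2-fold change. The lists behaved differently, because 6 of the 10 splits put as many lists past the threshold by camera as the real one, which had 4. For the glycolytic enzymes 7 of the 10 splits gave an adjusted p as small as the real split, and for their union with nuclear pore genes 4 of the 10 did. For ATF4 target genes 2 of the 10 did, and for interferon-stimulated genes 1 of the 10. For the glycolytic enzymes and the union, splits that mix the groups thus gave adjusted p values as low as the real one.

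The first principal component of log2 CPM held 55.5% of the variance and ordered the libraries as DOX-negative 3, 2 and 1, then DOX-positive 1, 2 and 3, with scores of -23.0, -14.5, -6.67, 3.91, 16.1 and 24.1. The replicates were thus spread along the axis that also separates the groups. No biological explanation of this order was tested.

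Glycolytic enzymes varied widely between libraries of 1 group, and a candidate explanation is a low-oxygen type response that differed between cultures. Over 33 hypoxia-induced genes outside the glycolytic list and 27 glycolytic enzymes, the group-centered means had Pearson's r of 0.91 (exact permutation within groups, p = 0.056, where the smallest possible p is 0.028) and Spearman's rho of 0.83 (exact permutation p = 0.14) over 6 libraries. Without the 2 libraries farthest from the median, DOX-positive replicates 1 and 3, r was 0.82. This was the only relation of its kind computed, so the adjusted p equals the raw p, and it did not pass 0.05. With the mean of the hypoxia-induced genes as a covariate, the glycolytic median went from -0.16 to -0.11. The camera p of this list, matched by other splits, cannot show whether a difference was left in the list. With the covariate 4 members were called lower and 0 higher, against 2 lower and 0 higher without it, so single members were still called lower. The hypoxia-induced genes as a list did not differ between the groups (median -0.097 over 34 members, 2 of them also in the lists fixed earlier, adjusted p = 0.15 by camera in limma). A trend in GC content or gene length was argued against, as the glycolytic median was -0.20 once the trends were removed and so did not shrink. DOX-positive replicate 3 and DOX-negative replicate 3 also had similar GC trends (-0.16 and -0.18, highest minus lowest bin of genes by GC content), while their glycolytic means were -0.50 and 0.23. Whether culture conditions or MUC1 silencing lowered the median of the glycolytic enzymes cannot be told apart, because 1 library carries that difference. PGAM1 and ADPGK were still called without DOX-positive replicate 3, at -0.63 and -0.51, but each lost its call in 5 of the 21 alternatives. These were the 3 fits of TPM as deposited, the fit without DOX-negative replicate 3, and the fit without DOX-positive replicate 2 for PGAM1 or DOX-negative replicate 2 for ADPGK.

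The MYC transcript rose with DOX, opposite to the direction the study described for MYC transcripts measured by qRT-PCR in these cells, while MYC target genes as a list did not pass the threshold. From gene set enrichment of RNA-seq of these cells, the study described lower MYC target, neuroendocrine and glycolysis signatures on silencing. It also described lower MYC protein by immunoblot, in lysates and in chromatin. The public sets of the study were not rerun here. The choice of scaling was argued against as the cause of the rise, since the lowest log2 fold change of MYC over 3 other scalings was 0.70, and a trend in GC content or length was argued against, since the value was 0.70 with the trends removed. No gene overlaps MYC in the names table. A biological cause of the rise was not tested, and the qRT-PCR and immunoblot measurements were not analysed here.

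Several genes that rose are known targets of the YAP/TEAD transcription factors, and a hypothesis is that YAP/TEAD activity was higher with DOX. In 19 YAP/TEAD target genes outside the named genes, the median log2 fold change was 0.25 (12 higher and 7 lower, with adjusted p values over the 3 lists chosen later of 0.0044 by camera, 0.00015 by fry and 0.078 with the correlation estimated, all in limma). Of these, 6 were called higher and 0 lower. The mean over the whole list, with named genes, was -0.14, -0.11 and -0.12 in the DOX-negative libraries and 0.088, 0.13 and 0.14 in the DOX-positive libraries. Members of the list, CYR61 among them, had been seen to rise before it was written, so the test could hardly have come out the other way and the hypothesis stays open. GC and length trends were argued against, as the median was 0.29 with the trends removed. Cells of another type, such as fibroblasts, are also a candidate source. Both groups were cultures of the same line, and the study states that its cells were authenticated by short tandem repeat analysis. No such check was made on these libraries. A list of 11 tested fibroblast marker genes, of 16 written, had a median of 0.082 (7 higher and 4 lower, adjusted p = 0.11 by camera in limma). Of these, COL1A1 (0.60), LUM (1.06) and VIM (0.35), named after their values were seen, were called higher, which goes with that source. The summed abundance of COL1A1, COL1A2 and COL3A1, abundant in fibroblasts, was 26.3 ± 2.99 CPM without DOX and 23.5 ± 3.21 CPM with DOX (SD, n = 3). That difference of -2.81 CPM, within the spread between replicates, goes the other way, and COL1A2 changed by -0.71 without a call. Higher YAP/TEAD activity and cells of another type cannot be told apart from other causes of these rises, because the list was not independent of them and the markers moved both ways.

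Interferon-stimulated genes rose by a median of 0.22 and ATF4 target genes by a median of 0.15. DOX itself may induce ATF4 targets through mitochondrial stress, and the hairpin RNA or DOX may induce interferon-stimulated genes. Every DOX-positive library had both DOX and the hairpin, and cells given DOX with a control hairpin were not analysed here. Each of these explanations and the loss of MUC1 cannot be told apart, because the design gives them to the same libraries.

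The libraries differed in composition. The 6 genes RN7SK, RN7SL1, RN7SL2, RPPH1, RMRP and SNORD3A, which encode small structured RNAs that mostly lack a poly(A) tail, took 13.1 ± 1.20% of the counts without DOX and 14.2 ± 2.97% with DOX (SD, n = 3), and 78.0 ± 2.72% and 78.1 ± 4.05% of the TPM. Between single libraries, the share of these 6 genes in the TPM ranged from 73.6% to 81.6%. RN7SK had the highest count in all 6 libraries. Such shares conflict with the mRNA library that the labels name, and how the libraries were made was not tested. With TPM rescaled over protein-coding genes, 387 genes were called in place of 30, which is consistent with these 6 genes lowering the count of calls on TPM. As an explanation of the calls on counts they were argued against, since 715 of the 829 genes were also called when only protein-coding genes entered the fit.

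DOX-positive replicate 2 stood apart in GC content. Relative to the average library, when genes were divided into bins of equal size by GC content, the median of the highest bin exceeded that of the lowest by 0.39 on the log2 scale in that library, while the other 5 libraries lay between -0.18 and 0.036. Removing GC and length trends raised the number of called genes to 2157, and 811 of the 829 remained among them, so these trends were argued against as the source of the calls.

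Mitochondrial rRNA varied by 6.59 times between libraries without following the groups, at 0.10 ± 0.11% of counts without DOX and 0.13 ± 0.10% with DOX (SD, n = 3, exact two-sided permutation p = 0.50). Uneven removal of ribosomal RNA could leave such a pattern. With the log2 share of mitochondrial rRNA as a covariate, 379 of the 829 genes were still called. Across the 36 orders of that covariate within the groups the median was 536.5 genes, and 8 orders kept as few, so a contribution to part of the calls cannot be told apart from the cost of a covariate in 6 libraries.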
